A study of Mus musculus with 20 samples.

How the data were processed

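RNA was measured in nucleus pulposus (NP, the gelatinous core of the intervertebral disc) and annulus fibrosus (AF, the fibrous ring around it) of 24-month-old BL6 mice. Per the labels' protocols, mice were dosed by intraperitoneal injection from 18 months of age for 6 months, with DMSO (vehicle) or with MDL-800 dissolved in DMSO. MDL-800 is a small molecule that, by the series title, stands for activation of SIRT6, a NAD-dependent deacylase of chromatin. The 20 libraries form 4 groups of 5: NP vehicle, NP MDL-800, AF vehicle and AF MDL-800. Libraries are named here by group and by the number in their sample title or library name.

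Per the labels' protocols, the tissues were dissected under a microscope into a stabilising solution, and RNA was extracted on columns. Libraries were stranded total RNA after ribosomal RNA depletion, from 50 ng of RNA with 14 cycles of PCR. The authors deposited a single table of FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library), with a column for each library and 51789 genes given as Ensembl identifiers with symbols, rounded to 2 decimals. The aligner, the program that assigned reads to genes, the genome build and the annotation are not stated, nor is how reads matching several genes were shared out. All 20 columns were matched to samples by their names. The table holds no genes named as mitochondrial (0 with the prefix mt-), and no pair of libraries holds identical values. Among the genes tested, 75 have values equal to those of another gene in every library.

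FPKM values are not counts, so no count model was used. The deposited FPKM values were divided by a factor for each library, the median ratio to the geometric mean over the 11308 genes at 1 FPKM or more in all 20 libraries. These factors ranged from 0.933 to 1.06. Tests were run on log2(scaled FPKM + 1), and every fold change is on that scale, which understates the change of low genes. Genes at 1 FPKM or more in at least 5 of the 20 libraries were kept, which left 16383. Each pair of groups was compared with limma 3.58.1 (lmFit, eBayes with a mean-variance trend) in R 4.3.3, two-sided, with only the 2 groups in the fit and with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 are called higher or lower. The difference of the treatment effect between tissues was a contrast in a fit of all 4 groups. The correlation across genes of both treatment effects was set against 100 draws, the real one included, in which treatment labels were redrawn within each tissue.

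On simulated data with 200 of 16383 genes changed by 1 on the log2 scale between groups of 5, this test found 166 of them, or 83.0%, with 8 false calls. At a change of 2 it found 198. For the difference between tissues it found 144 of 200 at a change of 1 and 193 at 2. All libraries were simulated with the means and spread of NP libraries and with independent noise. The changed genes had a mean log2 value over 2. Replicates in AF were less alike (lowest Pearson's r 0.896 in AF MDL-800, against 0.943 in NP vehicle). These rates therefore do not give the power in AF and may be too high for the difference between tissues.

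Depth is not given in the table. It was estimated from the low values of 6641 single-exon genes of 400 to 1200 nucleotides, which lie on steps set by the value of a single read: between 78.6% and 85.7% of the values read in each library fell on such steps. On simulated libraries the estimate was off by at most 8.25%. No count of reads per gene was used in any test.

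Gene lists were fixed before the data were examined, as were the groups, the tests, the alternatives of processing and the rule for naming genes. There were 12 lists for the study (NP markers, AF markers, cartilage matrix, matrix degradation, hypertrophy and mineral, senescence and secreted factors, glycolysis and HIF targets, autophagy, NF-kB targets, interferon response, DNA repair, sirtuins). Another 9 lists held markers of neighbouring cells (skeletal muscle, red blood cells, neutrophils, B and plasma cells, macrophages, bone, fat, nerve, endothelium). The last 4 were for handling (clock, immediate early, Y-linked and Xist). No gene is in more than 1 list. For each list the mean log2 value of its tested genes was compared between groups with an exact two-sided permutation test over the splits of 10 libraries into 5 and 5, whose smallest possible p is 0.0079, with adjustment within the kind of list. Sirt6 was tested in the same way. Python 3.11.15 with scipy 1.17.1 was used for relations across libraries.

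The rule for naming genes took, in each comparison, the 3 largest rises and the 3 largest falls among called genes with a mean scaled FPKM of at least 5 in the higher group and no overlap between groups. Without calls it took the 2 genes with the smallest p in each direction. Sirt6 was always named, as were up to 6 list genes past the threshold over the list alone. A gene at 0 is described as listed at 0, because an exact 0 here can come from how reads were assigned.

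GENCODE release M21 on the mouse build GRCm38 was used for coordinates, gene types, GC content and transcript length. It holds 51596 of the 51789 gene identifiers, and 99.8% of the genes tested have a GC content. Whether the authors used this build is not stated. Called and named genes were searched against its transcripts with blastn 2.17.0. A copy is another gene matching at least 97% of bases over at least 90% of the transcript. The GC slope of a library is the slope, over genes, of its log2 deviation from the tissue mean on GC content. To remove a trend on GC content or length, a loess curve with a span of 0.3 was subtracted in each library.

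Alternatives covered scaling, pseudocount, filter, the variance model, library weights, the groups in the fit, marker covariates and each library left out. Corrections for GC content and length, the GC slope as a covariate, a fit without vehicle libraries 1 and 2, protein-coding genes alone and a block on a number in the column names were chosen after seeing the data.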

Results

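The transcriptome of aged mouse intervertebral disc was profiled in 5 NP and 5 AF libraries from vehicle-treated mice and in 5 NP and 5 AF libraries from mice given MDL-800. The design addressed which transcripts change with long-term MDL-800 in each disc compartment of old mice. Estimated depth, in megareads (M), ranged from 12.4 M in NP MDL-800 library 19 to 22.3 M in NP vehicle library 3. By group it was 19.1 ± 2.51 M (SD, n = 5) in NP vehicle, 18.2 ± 3.35 M (SD, n = 5) in NP MDL-800, 19.4 ± 0.913 M (SD, n = 5) in AF vehicle and 20.1 ± 1.41 M (SD, n = 5) in AF MDL-800. The difference between treatments was within the spread in NP (exact permutation test, p = 0.6429) and in AF (exact p = 0.3651). On average 13801 genes reached 1 FPKM in NP vehicle libraries and 15313 in AF vehicle libraries. Small RNA genes took from 8.52% to 31.1% of the FPKM sum of a library.

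Replicates of a group correlated across genes with Pearson's r between 0.943 and 0.969 in NP vehicle, 0.963 and 0.978 in NP MDL-800, 0.905 and 0.959 in AF vehicle, and 0.896 and 0.954 in AF MDL-800. Genes are not independent replicates, so these values only describe the libraries. The first principal component held 69.3% of the variance and separated the tissues. The second held 6.98%. On it AF libraries of both treatments spread from -43.3 (MDL-800 library 30) to 57.6 (vehicle library 12), with MDL-800 library 27 at 45.7. NP MDL-800 libraries lay from -21.5 to -3.84 on this component. NP vehicle libraries lay from 0.946 to 29.1, apart from library 6 at -14.9.

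**Figure D1:**
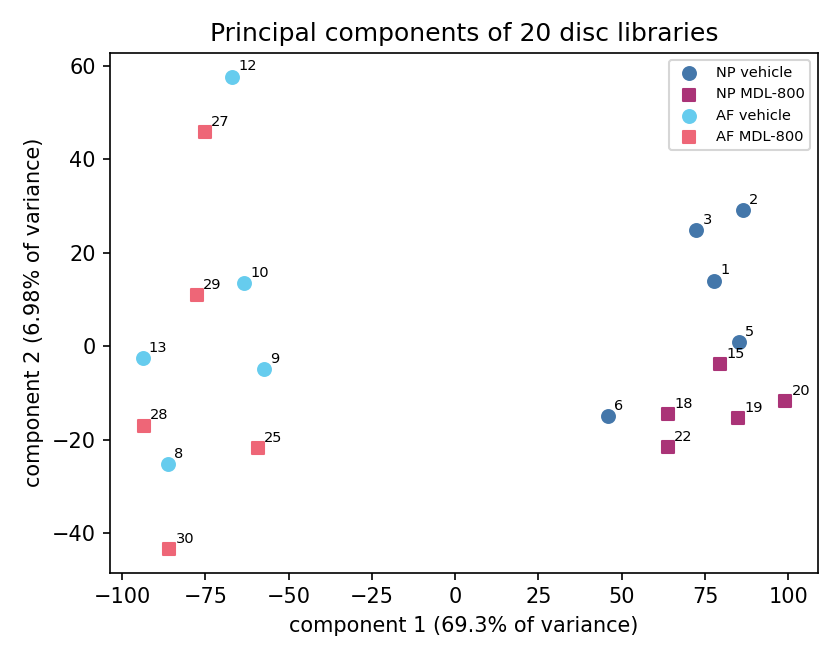
Scores of the 20 libraries on the first (x axis) and second (y axis) principal components of log2(scaled FPKM + 1), with symbols for tissue and treatment and the library number beside each point. NP and AF libraries separate along component 1, and AF libraries 12 and 27 have the highest scores on component 2.

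The tissue comparison in vehicle-treated mice asked whether the labelled compartments differ and set a scale for treatment effects. With limma, 9127 of 16383 genes had an adjusted p under 0.05, of which 3577 were higher in NP and 5550 were lower. The groups of 5 did not overlap for 6719 genes, or 41.01% of those tested, where chance gives 0.794%. With the mean of the red blood cell markers or of the bone markers as a covariate, 0 genes passed (3099 and 3005 at an unadjusted p under 0.05). All lists of markers of neighbouring cells differed between these tissues, so such a covariate shares variation with the tissue itself. Among the scalings, quantile normalization moved the balance most, to 6474 genes higher and 3925 lower, with the median gene shifted by 0.29 on the log2 scale. The balance of higher and lower genes depends on that choice.

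Among the genes named by the rule, Dcn (decorin, ENSMUSG00000019929, chromosome 10, 97479609 to 97518143, protein-coding) had a scaled FPKM of 44.6 ± 35.2 (SD, n = 5) in NP and 3234 ± 1150 (SD, n = 5) in AF. Its log2 fold change was -6.57 (SE 0.65; limma adjusted p = 2.19e-05). Apod (ENSMUSG00000022548, chromosome 16, 31296192 to 31314808) was at 9.71 ± 6.60 in NP and 1027 ± 673 in AF (SD, n = 5), a log2 fold change of -6.58 (SE 0.66; limma adjusted p = 2.32e-05). Gng13 (ENSMUSG00000025739, chromosome 17, 25717171 to 25719406) was higher in NP, at 73.5 ± 18.6 against 16.8 ± 21.4 (SD, n = 5), with a log2 fold change of 2.89 (SE 0.71; limma adjusted p = 0.00524). Gm10046 (ENSMUSG00000109143, a transcribed pseudogene on chromosome 7) was at 29.3 ± 18.7 in NP and 0.734 ± 0.311 in AF (SD, n = 5), a log2 fold change of 3.59 (SE 0.71; limma adjusted p = 0.00148). With red blood cell markers as a covariate its sign turned (-0.07). In MDL-800 libraries Gm10046 was not higher in NP, at 6.41 ± 9.48 against 15.2 ± 15.2 in AF (SD, n = 5). It ran from 0.316 to 34.7 among AF MDL-800 libraries. The tissue difference therefore holds for the vehicle libraries only.

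The remaining genes named by the rule in this comparison were short RNAs that were listed at 0 in some libraries. Gm25117 (ENSMUSG00000087819, a small nucleolar RNA gene on chromosome 10) was at 127.1, 122.6, 145.0, 108.8 and 79.02 scaled FPKM in NP vehicle libraries 1, 2, 3, 5 and 6. In AF vehicle libraries 8, 9, 10, 12 and 13 it was at 7.83, 50.2, 6.17, 42.1 and 0 (limma adjusted p = 0.0075). With bone markers as a covariate its sign turned (-0.53). AC125167.1 (ENSMUSG00000105211, chromosome 1, annotated as a microRNA gene) was at 0, 52.8, 8.36, 0 and 0 in NP and at 1352, 193, 357, 1728 and 527 in AF (limma adjusted p = 0.00026). Its 141 nucleotides match a transcript of Col3a1 at 100% identity, so its reads cannot be separated from those of Col3a1 by sequence.

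Of the 135 tested genes of the study lists, 93 differed between tissues both adjusted over the list alone and over all genes tested, 34 of them higher in NP and 59 lower. The 6 with the smallest p were lower in NP. Their log2 fold changes were -3.91 for Mmp3 (SE 0.26), -3.96 for Igfbp3 (SE 0.27), -3.26 for Ank (SE 0.24), -4.67 for Tnmd (SE 0.36), -3.99 for Enpp1 (SE 0.32) and -5.12 for Thbs4 (SE 0.44). The limma adjusted p over the list alone was at most 3.52e-06 for these 6 genes. In NP vehicle libraries Mmp3 averaged 0.291 ± 0.268 scaled FPKM against 19.1 ± 7.16 in AF, Tnmd 1.11 ± 1.20 against 48.2 ± 13.6, and Thbs4 1.43 ± 1.29 against 83.0 ± 33.4 (SD, n = 5 each).

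By list, 10 of the 12 study lists differed between tissues, each with the smallest exact permutation p possible (0.0079; adjusted 0.0095) and no overlap between groups. NP markers were higher in NP by 1.73 (mean log2 over 11 genes) and glycolysis and HIF targets by 1.30. Lower in NP were AF markers (-3.42), hypertrophy and mineral (-2.39), matrix degradation (-2.20), cartilage matrix (-1.61), senescence and secreted factors (-1.52), interferon response (-1.12), NF-kB targets (-0.72) and DNA repair (-0.35). Scaling mattered for the last 2, which reached -0.41 and -0.02 under another scaling. A list mean does not hold for each of its genes, since 34 of the 93 called list genes were higher in NP and 59 lower. Acan (1.92, cartilage matrix), Adamts1 (1.26, matrix degradation) and Cdkn2b (1.18, senescence and secreted factors) were higher in NP, against their list means (limma adjusted p at most 0.00025 each). Autophagy (0.06, exact p = 0.2381) and sirtuins (-0.02, exact p = 0.8095) did not differ in their means, and both changed sign under other scalings. Within autophagy, Ulk1 was higher in NP (1.22) and Becn1 lower (-0.66), each with a limma adjusted p of at most 0.00011. Without AF vehicle library 9, autophagy was 0.09 (exact p = 0.0476) and sirtuins 0.02, without AF vehicle library 13 autophagy was 0.03, and without AF vehicle library 12 sirtuins were -0.09. All 9 lists of neighbouring cells were lower in NP under every scaling: skeletal muscle by -4.28 (exact p = 0.0159), neutrophils -3.99, red blood cells -3.61, bone -3.43, nerve -3.42, macrophages -3.40, fat -3.17, B and plasma cells -2.93 and endothelium -2.81 (exact p = 0.0079 each). Among handling lists, clock genes were higher in NP by 0.48 (exact p = 0.0397, adjusted 0.0714) and Y-linked genes by 0.21 (exact p = 0.0476, adjusted 0.0714), and immediate early genes did not differ (0.12, exact p = 0.8492), with -0.18 without NP vehicle library 3 and 0.48 without NP vehicle library 1. The exact p rose over 0.05 in 8 of 10 omissions for clock genes and in 7 of 10 for Y-linked genes.

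The first treatment comparison asked which transcripts MDL-800 changed in NP. With limma, 41 of 16383 genes had an adjusted p under 0.05: 38 were higher and 3 lower under MDL-800. Of these 34 were protein-coding, and 21 changed by at least 1 on the log2 scale. At an unadjusted p under 0.05 there were 2311 genes, against 819 from chance, and 1493 of them were higher. The groups did not overlap for 738 genes, or 4.51%, where chance gives 0.794%. The count of called genes moved strongly with single libraries: it was 2 without vehicle library 3 or without MDL-800 library 22, and 189 without vehicle library 6. Each of the 10 omissions moved it by more than 1.5 times. It was 3 with the GC slope of the library as a covariate, which in NP separates the treatments completely, and 4 with all 4 groups in the fit.

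Rpph1, the RNA component of RNase P (ENSMUSG00000092837, chromosome 14, 50807449 to 50807767, minus strand), rose from 231 ± 148 to 1872 ± 883 scaled FPKM (SD, n = 5). Its log2 fold change was 3.10 (SE 0.46; limma adjusted p = 0.036, from 0.0254 to 0.5466 over the alternatives and single-library omissions). Mt2 (metallothionein 2, ENSMUSG00000031762, chromosome 8, 94172664 to 94173568, protein-coding) rose from 38.9 ± 15.6 to 164 ± 73.0 (SD, n = 5), a log2 fold change of 2.02 (SE 0.32; limma adjusted p = 0.0411, from 0.0222 to 0.5466 over the same fits). Both were higher in 5 of 5 MDL-800 libraries than in any vehicle library. Neither call was stable: when a single library was left out, Rpph1 lost the threshold in 7 of 10 fits, and Mt2 lost it in 9 of 10 and kept it only without vehicle library 6.

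The other genes named by the rule in NP were pseudogenes with near-identical copies elsewhere. Gm14303 (ENSMUSG00000081344, chromosome 2, 172509521 to 172509691) was listed at 0 in vehicle libraries 1, 2, 3 and 5 and at 48.4 in vehicle library 6. In MDL-800 libraries 15, 18, 19, 20 and 22 it was at 276, 398, 718, 490 and 405 scaled FPKM (limma adjusted p = 0.0206, lost in 6 of the 10 fits that left out a library). It is identical to Rps29 over its whole length, and Rps29 itself went from 784 ± 354 to 2157 ± 230 (SD, n = 5; log2 fold change 1.57, limma adjusted p = 0.0519). Rps13-ps2 (ENSMUSG00000069972, chromosome 7, 88530446 to 88530898) was at 118, 142, 181, 140 and 157 in vehicle libraries and was listed at 0 in all 5 MDL-800 libraries (limma adjusted p = 4.03e-11). Its identical copy Rps13 changed by 0.42 (limma adjusted p = 0.2672). Gm7332 (ENSMUSG00000080875, chromosome 5, 9260935 to 9261388) was at 11.6, 16.1, 29.4, 7.15 and 6.49 in vehicle libraries and was listed at 0 in all 5 MDL-800 libraries (limma adjusted p = 0.00267). Its copy Ppp1r14b (99.6% identity) changed by 0.99 (limma adjusted p = 0.1093). Gm5601 (ENSMUSG00000100153, chromosome 7, 119739926 to 119742226) fell from 43.0 ± 1.81 to 30.3 ± 2.85 (SD, n = 5), a log2 fold change of -0.49 (SE 0.07; limma adjusted p = 0.036, from 0.0271 to 0.5025 over the same fits). It lost the threshold in 7 of the 10 fits that left out a library. Its copy Ppp1cc (99.8% identity) changed by -0.06 (limma adjusted p = 0.8038). The values of these 4 pseudogenes are uncertain, since the sharing of reads between copies is not stated.

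Library composition differed between the 2 NP groups. The GC slope ranged from -0.25 to 0.03 in vehicle libraries and from 0.06 to 0.12 in MDL-800 libraries (log2 per 10 percentage points of GC), without overlap (exact permutation p = 0.0079, the smallest possible). In AF the ranges were -0.27 to 0.07 and -0.14 to 0.11 (exact p = 0.50). The median GC content of the 38 genes higher in NP was 57.2%, against 49.3% for the genes tested. With each library's GC trend removed, 27 of the 41 genes remained past the threshold.

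**Figure D2:**
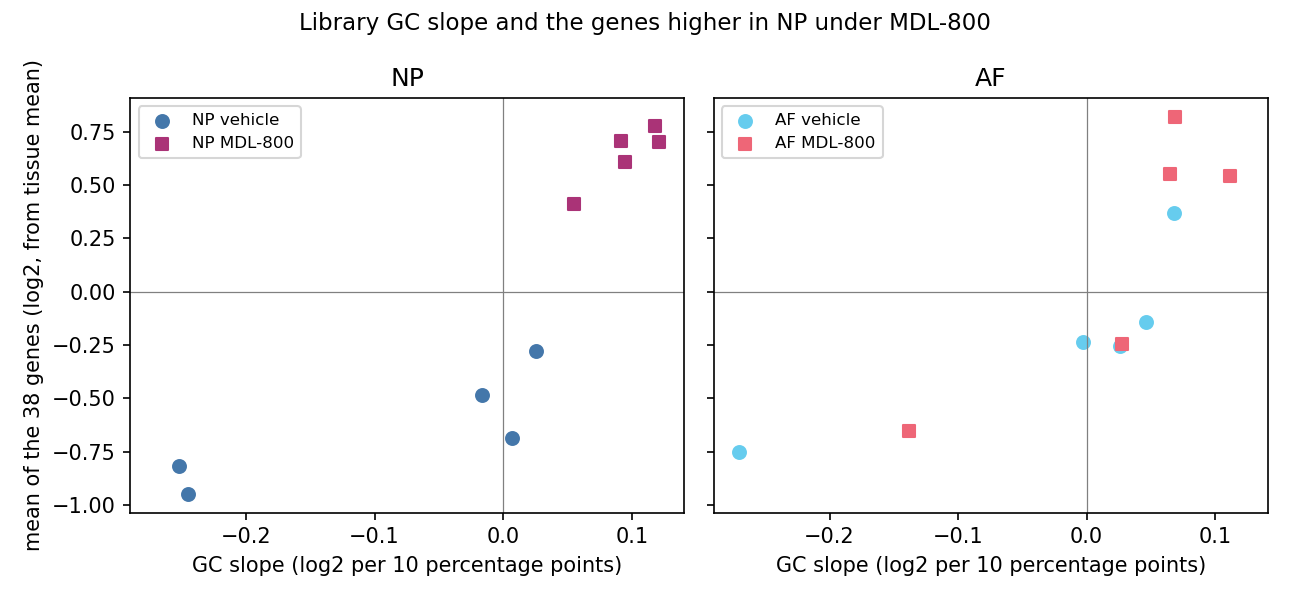
GC slope of each library (x axis, log2 per 10 percentage points of GC content) against its mean for the 38 genes higher in NP under MDL-800 (y axis, log2 deviation from the mean of its tissue), for NP (left) and AF (right), a point per library. In NP the treatments separate on both axes, with means from -0.95 to -0.28 in vehicle and 0.41 to 0.78 under MDL-800, while in AF libraries of both treatments spread along the same direction, as gene sets matched on GC content do (median r 0.863).

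The second treatment comparison asked the same in AF. No gene had a limma adjusted p under 0.05 (0 of 16383; smallest 0.6375), and 270 genes had an unadjusted p under 0.05, fewer than the 819 from chance. The groups did not overlap for 37 genes, or 0.226%. The rule then named the 2 genes with the smallest p in each direction. Mmp16 (ENSMUSG00000028226, chromosome 4, 17852893 to 18119145) was at 1.13 ± 0.358 in vehicle and 2.46 ± 0.464 under MDL-800 (SD, n = 5; log2 fold change 0.71, limma adjusted p = 1). Gm45695 (ENSMUSG00000110649, a pseudogene on chromosome 8) was at 2.15 ± 0.465 and 0.843 ± 0.336 (SD, n = 5; log2 fold change -0.78, limma adjusted p = 1). Gm23262 (ENSMUSG00000088948, a small nucleolar RNA gene on chromosome 7) was at 91.6 ± 38.8 and 31.2 ± 11.5 (SD, n = 5; log2 fold change -1.48, limma adjusted p = 1). Gm3470 (ENSMUSG00000089659, chromosome 5), a pseudogene that matches Rbpms2 at 99.8% identity, was listed at 0 in 4 of 5 vehicle libraries and at 0.324 in library 10, and lay between 1.04 and 3.08 under MDL-800 (limma adjusted p = 0.6375).

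An effect past the threshold in NP and not in AF does not show that the tissues differ, so the difference of the treatment effect was tested. No gene passed (0 of 16383 by limma; smallest adjusted p = 0.9997), and 611 had an unadjusted p under 0.05, fewer than the 819 from chance. That count rose to 1004 without AF vehicle library 12 and to 872 with bone markers as a covariate. It fell to 350 with Xist as a covariate, a gene near the lower limit of the values that did not pass the filter. The genes with the smallest p were Zfand3 (ENSMUSG00000044477) with a difference of 0.68 (SE 0.15), Fzd2 (ENSMUSG00000050288) with 1.03 (SE 0.25), Nup54 (ENSMUSG00000034826) with -0.64 (SE 0.14) and Mmp16 with -0.72 (SE 0.16), each at a limma adjusted p of 0.9997. In NP, Zfand3 went from 34.7 ± 5.38 to 53.7 ± 5.81 and in AF from 29.0 ± 2.47 to 27.9 ± 3.40 scaled FPKM (SD, n = 5).

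Across the 16383 genes, the log2 fold changes of both tissues correlated with r = 0.289 (Spearman's rho 0.226), and 57.9% of genes had the same sign. Genes are not independent, and 9 of 100 draws with treatment labels redrawn within each tissue gave an r at least as far from 0 (permutation p = 0.09; the other draws lay between -0.451 and 0.363). Without AF vehicle library 12 the r was 0.119, without AF MDL-800 library 30 it was 0.190, and without AF MDL-800 library 27 it was 0.379, with 3 of 100 draws as large (permutation p = 0.03).

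Sirt6, the gene of the enzyme named in the series title (ENSMUSG00000034748, chromosome 10, 81621785 to 81627797, minus strand), was tested whatever its value. In NP it was at 5.03 ± 1.33 scaled FPKM in vehicle and 8.49 ± 0.444 under MDL-800 (SD, n = 5), higher in 5 of 5 MDL-800 libraries than in any vehicle library. The log2 difference was 0.68 (exact two-sided permutation p = 0.0079, the smallest that the splits of 10 libraries can give). Over all genes it did not pass the threshold (limma adjusted p = 0.082, from 0.0523 to 0.6317 over the alternatives and single-library omissions), nor adjusted over the list alone (0.0948). In AF it was at 4.73 ± 1.17 and 5.55 ± 1.87 (SD, n = 5), a log2 difference of 0.16 (exact p = 0.5159), which was 0.03 without vehicle library 12 and 0.36 without MDL-800 library 27. The effects in NP and AF differed by 0.52, which was within chance (permutation of treatment labels within tissues, 63504 regroupings, exact p = 0.1643). In limma fits this 0.52 moved to between 0.33 and 0.66 across single-library omissions and between 0.30 and 0.75 under 17 alternatives. With the GC trend removed, the difference in NP was 0.40 (exact p = 0.0079). Between the tissues of vehicle-treated mice Sirt6 differed by 0.07 (SE 0.20; limma adjusted p = 0.7934), and without NP vehicle library 6 or AF vehicle library 12 the sign turned.

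**Figure D3:**
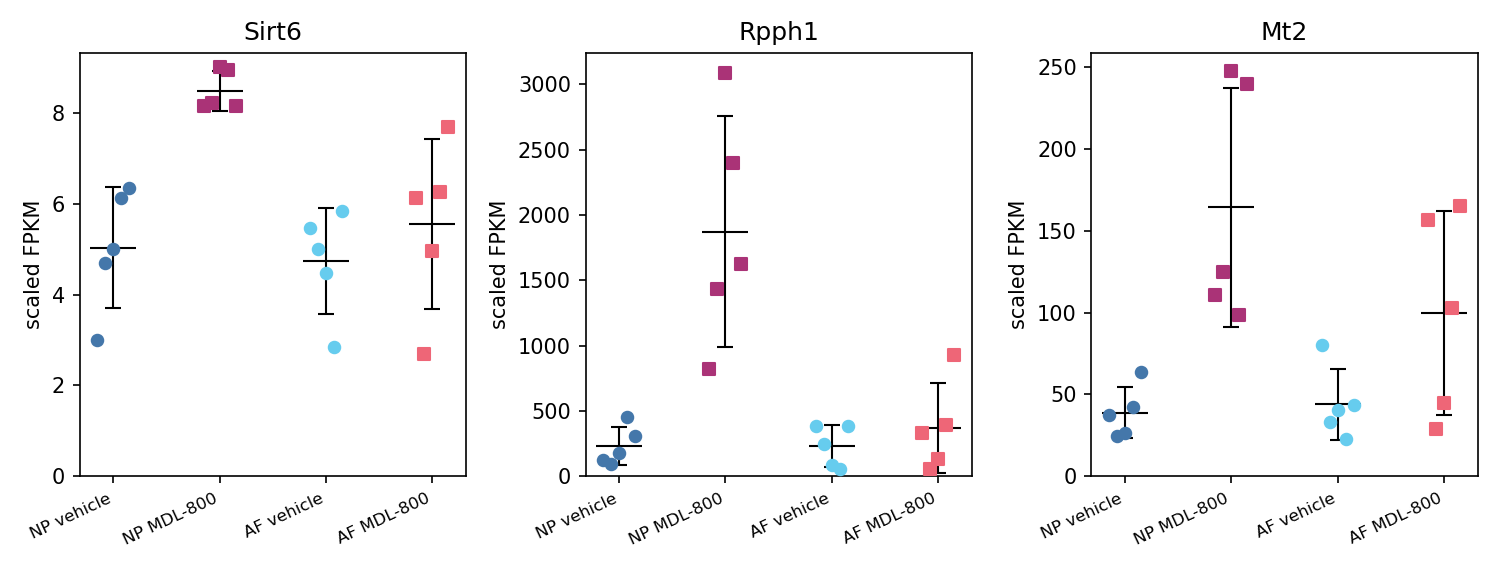
Scaled FPKM (y axes, from 0) of Sirt6, Rpph1 and Mt2 in each library by group, with the mean as a horizontal bar and the SD as the error bar (n = 5). In NP each MDL-800 library lies above every vehicle library for these 3 genes, while in AF the groups overlap.

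With 5 libraries per group the exact test could not call a single list: the smallest exact p of 0.0079, adjusted over 12 lists, gives 0.0952. That 0 of the 12 study lists passed an adjusted p of 0.05 in NP and 0 in AF is therefore no evidence against a change in a single list. At an unadjusted p under 0.05 there were 3 lists in NP and 0 in AF. In NP these 3 were sirtuins (mean log2 difference 0.23, exact p = 0.0079, adjusted 0.0952, the limit just given, 5 of 7 genes higher), autophagy (0.08, exact p = 0.0238, adjusted 0.1429, 6 of 14 higher) and glycolysis and HIF targets (0.14, exact p = 0.0476, adjusted 0.1905, 10 of 14 higher). Of these only sirtuins stayed under an unadjusted p of 0.05 in each of the 4 other scalings. Autophagy went down to 0.01 (exact p = 0.8651, TPM), with 0.02 once the GC trend was removed (exact p = 0.50), and glycolysis and HIF targets to 0.06 (exact p = 0.373, TPM). Limma's fry, a rotation test without that limit, called 1 list in NP, the sirtuins (p = 0.00284), and leaving out vehicle library 6 gave 2 by the exact test. The other NP differences were 0.10 for NP markers (with a sign change under another scaling), 0.03 for AF markers, 0.25 for cartilage matrix, -0.14 for matrix degradation, -0.14 for hypertrophy and mineral, 0.09 for senescence and secreted factors, 0.03 for NF-kB targets, -0.07 for interferon response and -0.04 for DNA repair, with exact p from 0.2063 to 0.9286. AF markers and NF-kB targets also changed sign under other scalings. Single libraries moved many of these values by more than 1.5 times. The lowest and highest were 0.07 (without MDL-800 library 19) and 0.15 (without MDL-800 library 18, exact p = 0.0397) for NP markers, -0.09 (vehicle 5) and 0.19 (MDL-800 20) for AF markers, and 0.13 (vehicle 5) and 0.35 (vehicle 6) for cartilage matrix. They were -0.21 (vehicle 5) and -0.01 (MDL-800 20) for matrix degradation, -0.24 (vehicle 5) and -0.05 (vehicle 2) for hypertrophy and mineral, and 0.03 (MDL-800 18) and 0.16 (vehicle 6) for senescence and secreted factors. For NF-kB targets they were -0.01 (vehicle 2) and 0.10 (vehicle 6), for interferon response -0.11 (MDL-800 22) and -0.02 (MDL-800 20), and for DNA repair -0.06 (MDL-800 22) and -0.01 (MDL-800 20). Glycolysis and HIF targets fell to 0.09 without vehicle library 1 (exact p = 0.119) and rose over an exact p of 0.05 in 7 of 10 omissions, and autophagy did so without MDL-800 library 20 or 22 (exact p = 0.0556 each).

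In AF the differences were 0.72 for cartilage matrix (13 of 13 genes higher), 0.63 for hypertrophy and mineral, -0.41 for interferon response, 0.07 for NP markers, 0.01 for AF markers, -0.03 for matrix degradation, 0.07 for senescence and secreted factors, -0.07 for glycolysis and HIF targets, -0.03 for autophagy, 0.06 for NF-kB targets, 0.07 for DNA repair and 0.07 for sirtuins. Their exact p ranged from 0.119 to 1. The signs for AF markers, matrix degradation, glycolysis and HIF targets and autophagy turned under other scalings. Cartilage matrix was 0.46 without vehicle library 12 and 1.02 without vehicle library 8 (exact p = 0.0476), and interferon response was -0.26 without MDL-800 library 27 and -0.27 without vehicle library 8. Hypertrophy and mineral stayed within 1.5 times (0.46 to 0.81). The other lists moved by more: NP markers from -0.11 (without MDL-800 library 25) to 0.31 (without vehicle library 9), AF markers from -0.21 (vehicle 9) to 0.14 (MDL-800 30), matrix degradation from -0.16 (vehicle 9) to 0.06 (vehicle 8), senescence and secreted factors from -0.02 (vehicle 9) to 0.14 (vehicle 12), and glycolysis and HIF targets from -0.20 (vehicle 13) to 0.10 (vehicle 9). Autophagy ranged from -0.06 (vehicle 13) to -0.0012 (vehicle 9), NF-kB targets from 0.0030 (vehicle 9) to 0.11 (vehicle 8), DNA repair from 0.0063 (MDL-800 28) to 0.13 (MDL-800 27), and sirtuins from -0.0008 (vehicle 12) to 0.14 (MDL-800 27). Of the 135 list genes, 0 were called adjusted over the list alone in NP, in AF or for the difference between tissues, and 0 over all genes tested. At an unadjusted p under 0.05 there were 19, 7 and 8.

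**Figure D4:**
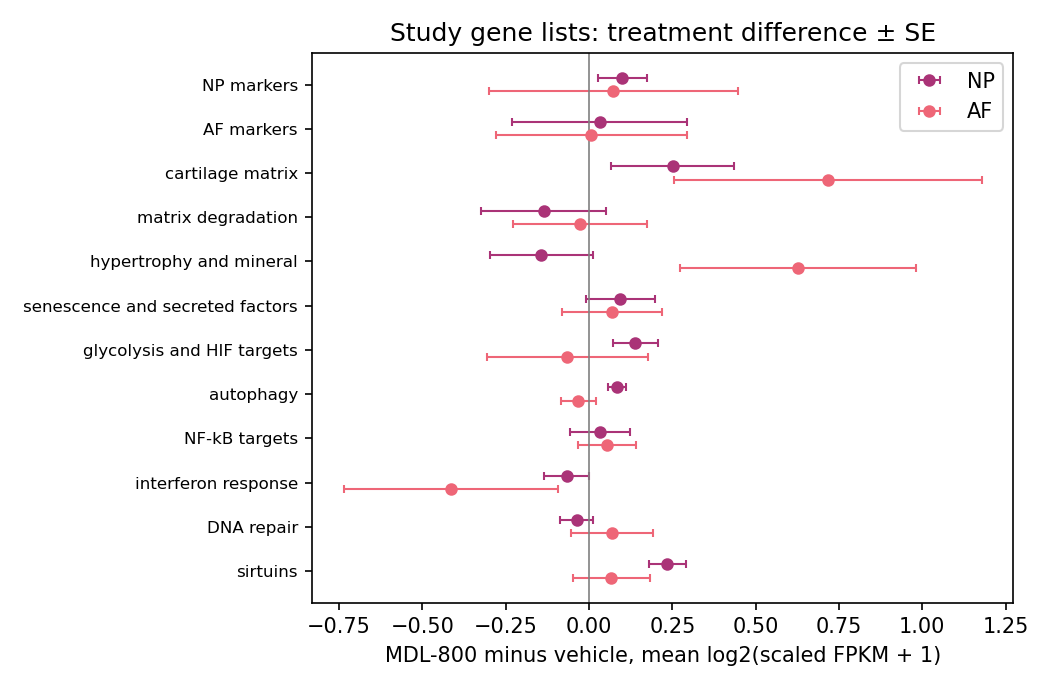
Difference between MDL-800 and vehicle in the mean log2(scaled FPKM + 1) of each study list (x axis) for NP and AF, with bars of ± 1 SE from the library means (n = 5 per group). In NP the sirtuin list differed by 0.23, and no single list could pass after adjustment, since 0.0952 was the smallest adjusted p that 1 list alone could reach. Under other scalings the sign turned for NP markers, AF markers and NF-kB targets in NP, and for AF markers, matrix degradation, glycolysis and HIF targets and autophagy in AF.

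No difference with treatment was detected in NP for markers of neighbouring cells, for which a single list again could not reach an adjusted p under 0.05. The differences were -0.56 for skeletal muscle, -0.15 for red blood cells, 0.11 for neutrophils, -0.33 for B and plasma cells, -0.01 for macrophages, -0.25 for bone, 0.24 for fat, 0.01 for nerve (with a sign change under other scalings) and -0.01 for endothelium, with exact p from 0.4762 to 0.9683. They varied widely with single libraries. Skeletal muscle turned to 0.26 without vehicle library 3, the library with the highest value of the 5 (6.58, others from 0.89 to 3.51), and was -1.17 without vehicle library 1. The ranges were -0.49 (without MDL-800 library 22) to 0.13 (without MDL-800 library 20) for red blood cells, -0.38 (vehicle 2) to 0.68 (vehicle 6) for neutrophils, -0.47 (MDL-800 18) to -0.05 (vehicle 6) for B and plasma cells, and -0.17 (vehicle 2) to 0.32 (vehicle 6) for macrophages. They were -0.58 (MDL-800 19) to 0.01 (MDL-800 20) for bone, 0.02 (MDL-800 18) to 0.37 (vehicle 3) for fat, -0.10 (MDL-800 18) to 0.14 (vehicle 3) for nerve, and -0.10 (MDL-800 18) to 0.08 (MDL-800 20) for endothelium.

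In AF bone markers were higher under MDL-800 by 0.93 (exact p = 0.0238, adjusted 0.2143, 7 of 7 genes higher), and by 0.57 without vehicle library 12 (exact p = 0.0397). Without MDL-800 library 27, 28, 29 or 30 the exact p was 0.0556 each, and fry gave 0.0542. The other AF differences were -0.37 for skeletal muscle, 0.19 for red blood cells, 0.27 for neutrophils, 0.22 for B and plasma cells, -0.30 for macrophages, 0.19 for fat, -0.71 for nerve and 0.16 for endothelium, with exact p from 0.1984 to 0.7143. Nerve was -0.29 without vehicle library 10, the library with the highest value (6.52), and macrophages -0.46 without vehicle library 9 (exact p = 0.0397). The others ranged from -0.86 (without MDL-800 library 29) to 0.0046 (without vehicle library 12) for skeletal muscle, -0.14 (MDL-800 30) to 0.48 (MDL-800 27) for red blood cells, -0.04 (MDL-800 30) to 0.58 (MDL-800 27) for neutrophils, -0.01 (vehicle 12) to 0.36 (MDL-800 29) for B and plasma cells, -0.14 (MDL-800 29) to 0.38 (MDL-800 25) for fat and 0.06 (vehicle 12) to 0.29 (vehicle 13) for endothelium. The most abundant bone marker, Bglap, was at 263 ± 118 in AF vehicle and 731 ± 318 in AF MDL-800 (SD, n = 5).

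Of the handling lists, immediate early genes were higher in NP under MDL-800 by 1.17 (exact p = 0.0317, adjusted 0.0714, 11 of 11 genes higher). In 5 of 10 single-library omissions the exact p rose over 0.05, to 0.0635 without vehicle library 1, 0.0794 without MDL-800 library 15 or 18 and 0.0556 without MDL-800 library 19 or 20. Y-linked genes were lower by -0.16 (exact p = 0.0476, adjusted 0.0714, 0 of 4 genes higher), with an exact p over 0.05 in 8 of 10 omissions. Clock genes differed by 0.36 (exact p = 0.0794), by 0.22 without vehicle library 1 (exact p = 0.127), 0.43 without vehicle library 2 (exact p = 0.0317) and 0.43 without MDL-800 library 20 (exact p = 0.0238). In AF the differences were 0.53 for immediate early (exact p = 0.1667), 0.01 for Y-linked (exact p = 0.9127) and -0.04 for clock genes (exact p = 0.8413), the last 2 with sign changes under other scalings. Without AF vehicle library 10 immediate early genes differed by 0.81 (exact p = 0.0159). Y-linked genes ranged from -0.02 (without AF vehicle library 8) to 0.05 (without AF vehicle library 12) and clock genes from -0.14 (AF vehicle 8) to 0.04 (AF vehicle 10). Whether these list differences differ between tissues was not tested. Xist did not pass the filter and was not tested.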

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

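No test in this part was chosen only after its result was seen. In each group of 5 libraries the highest and the lowest value were compared with the others by Dixon's ratio, for library measures, named genes and list means. A library stood apart in 10 of 176 such groups. Chance gives about 1 in 20, or 8.80, so the number is close to what chance gives, and no single case below is strong evidence on its own.

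3 of the 10 cases were in NP vehicle library 6. It had 14185 genes at 1 FPKM or more, against 13645 to 13748 in the other NP vehicle libraries. Its mean for the list of B and plasma cell markers was 4.08, against 2.48 to 2.91. It was the only NP vehicle library with a value for Gm14303, 48.4 scaled FPKM, where the others were listed at 0. It also had the lowest score of all NP libraries on the first principal component (45.9), on the side of AF. Of the 7 genes in the B and plasma cell list, 5 averaged at least 1 FPKM in NP vehicle libraries and 7 in AF vehicle libraries. The most abundant, Igkc, was at 285 ± 281 scaled FPKM in NP vehicle and 2244 ± 737 in AF vehicle (SD, n = 5). This library may hold more RNA from tissue around the NP than the others do. No test separated that from a difference between animals. Without it, 189 genes passed the threshold in NP in place of 41. For Gm14303, reads shared with near-identical copies are another candidate explanation, since it has the sequence of Rps29. Of the 38 genes higher in NP, 3 have such copies.

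For named genes, 3 further cases were in vehicle libraries. Gng13 was at 53.7 scaled FPKM in AF vehicle library 9, against 1.48 to 15.8 in the others. AC125167.1 was at 52.8 in NP vehicle library 2, against 0 to 8.36, and it lies within the sequence of Col3a1. Gm3470 was at 0.324 in AF vehicle library 10 and listed at 0 in the others, a value near the lower limit of the table. For Gng13, which is higher in NP, AF vehicle library 9 also had the highest mean of NP markers among AF vehicle libraries (6.58 against 4.92 to 5.68), the highest of glycolysis and HIF targets (7.79 against 6.59 to 7.31) and the lowest of AF markers (6.04 against 6.97 to 7.44). The values of these lists go in the direction of NP tissue in that library. So do its macrophage and nerve markers, the lowest of the AF vehicle libraries (5.23 and 3.68). Its red blood cell markers (7.71 against 6.03 to 7.11) and B and plasma cell markers (6.33 against 4.95 to 6.27) were the highest. That goes against NP tissue, where both lists are far lower, and a single library does not settle it. No biological explanation was tested for these 3 genes, since the design gives none for a single library.

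The list means gave the other 4 cases. Immediate early genes were at 5.22 in AF vehicle library 10, against 3.66 to 4.09. Clock genes were at 4.10 in NP vehicle library 1, against 4.71 to 4.94. Macrophage markers were at 5.23 in AF vehicle library 9, against 5.91 to 6.18. Hypertrophy and mineral genes were at 2.57 in NP MDL-800 library 20, against 2.88 to 2.99. Immediate early and clock genes respond to handling and to the hour of collection, which were not used here. Without NP vehicle library 1 the treatment difference of the clock list in NP was 0.22 in place of 0.36 (exact p = 0.127).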

How the results depend on the processing

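The corrections for GC content and transcript length, the GC slope as a covariate, the fit without NP vehicle libraries 1 and 2, protein-coding genes alone and the block on a number in the column names were tests chosen after the data were seen. The others were set in advance. Unless a cause is given, the cause of a change was not tested.

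The count of genes past the threshold in NP (41) changed with most settings. It was 18 on FPKM as deposited, 70 after quantile normalization, 21 after rescaling each library to a common sum (TPM), and 20 when small RNA and haemoglobin genes were left out before rescaling. It was 7 without a filter (2 higher, 5 lower, 4 shared with the 41), 81 with the filter at 5 FPKM, 18 without the variance trend and 4 with all 4 groups in the fit. With a covariate it was 12 (muscle markers), 15 (red blood cells), 17 (neutrophils), 13 (bone) and 9 (Xist). It was 96 with the length trend removed, 81 with protein-coding genes only, 11 without NP vehicle libraries 1 and 2 (6 higher, 5 lower; fewer samples) and 3 with the GC slope as a covariate, which is confounded with treatment in NP. Only a pseudocount of 0.1 (34), library weights (39) and the GC trend removed (35, of which 6 lower) stayed within 1.5 times. Leaving out single libraries gave from 2 to 189 genes: 7, 5, 2, 20 and 189 without vehicle library 1, 2, 3, 5 or 6, and 25, 24, 17, 4 and 2 without MDL-800 library 15, 18, 19, 20 or 22. Without MDL-800 library 18 the 24 were 13 higher and 11 lower. At an unadjusted p under 0.05, more genes than the 819 of chance were found in each of these fits, from 1378 (GC slope as a covariate) upward.

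In AF the count was 0 in all 19 alternatives, and from 0 to 1 across the 10 fits that each left out a library (1 without MDL-800 library 25 or 29). The difference of effects between tissues gave 0 in 17 alternatives and from 0 to 1 when single libraries were left out (1 without AF MDL-800 library 30).

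For the tissue comparison (9127 genes), the count was 5254 with muscle markers as a covariate, 1805 with neutrophil markers, and 0 with red blood cell or bone markers (3099 and 3005 at an unadjusted p under 0.05). These markers are themselves far lower in NP. Across the single-library omissions it ranged from 8291 to 9138. The balance moved: 39.2% of the called genes were higher in NP, against 62.3% after quantile normalization, where the median of all genes shifted by 0.29, from -0.08 to 0.20. With the GC trend removed 4752 were higher and 4956 lower, and with the length trend removed 4718 and 4804.

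The correlation of both treatment effects lay between 0.246 and 0.327 under 8 alternatives. When single libraries were left out it lay between 0.119 (without AF vehicle library 12) and 0.379 (without AF MDL-800 library 27, permutation p = 0.03), and it was 0.190 without AF MDL-800 library 30. A single list cannot pass after adjustment by the exact test (0.0952 at best). The number of lists past the threshold in NP was 1 with fry (sirtuins) and from 0 to 2 across omissions (2 without vehicle library 6). In AF it was 0 in all 10 alternatives and all 10 omissions. At an unadjusted p under 0.05 there were 3 lists in NP, but 1 under each of the 4 other scalings and with the GC trend removed.

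The Sirt6 difference in NP lay between 0.40 and 0.79 under 6 alternatives (exact p = 0.0079 each), and in limma fits it fell to 0.31 with the GC slope as a covariate, the lowest of 20. It lay between 0.54 and 0.76 across the omissions (exact p at most 0.0159). In AF it lay between 0.10 and 0.23 under 6 alternatives and between 0.03 (without vehicle library 12) and 0.36 (without MDL-800 library 27, exact p = 0.0873) across the omissions, and it was 0.05 without MDL-800 library 30. Its sign turned in AF with bone markers as a covariate (-0.16). Between tissues, where the difference was 0.07, the omissions ranged from -0.066 (without AF vehicle library 12) to 0.21 (without NP vehicle library 1), with -0.01 without NP vehicle library 6, and quantile normalization gave 0.53 (limma adjusted p = 0.0325, from 0.0325 to 0.9941 over its fits). Bone markers as a covariate gave 1.19, the highest of these fits, which did not pass the threshold. Gm10046 turned to -0.070 with red blood cell markers as a covariate and Gm25117 to -0.53 with bone markers.

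Among the named genes and lists, 47 values fell short of the threshold when a library was left out and 79 under other alternatives, while 351 and 528 kept their direction and their side of it. When a library was left out, Mt2 lost the threshold in 9 of 10 fits (all but the fit without vehicle library 6), Rpph1 in 7 (kept without vehicle library 5 or 6 or MDL-800 library 15), Gm5601 in 7 (kept without vehicle library 6 or MDL-800 library 15 or 18) and Gm14303 in 6. Rps13-ps2 and Gm7332 kept it in 10 of 10.

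Treatments could not be paired, because the labels share no replicate numbers between them. The column names hold a number that 8 pairs of an NP and an AF library share, among them all vehicle libraries. Whether it stands for the mouse is not known. After removal of group means, 3 of the 8 pairs correlated by more than 0.1 (from -0.178 to 0.285). Tissues of the same mouse need not vary together, so these values neither show nor exclude a shared mouse. The main fits treat all libraries as independent. With the number as a block the tissue comparison gave 8783 genes (9546 with the GC trend also removed), and the difference of effects gave 0 (726 at an unadjusted p under 0.05).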

Other observations

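Tests chosen only after the result was seen were the splits in AF, for the difference of effects and in NP with the GC trend removed, the genes past the threshold in that fit, the part of the Sirt6 difference left after GC removal, the copies of the 3 lower genes, depth in NP, the share of muscle and red blood cell RNA that the 38 genes would need, the comparisons of AF libraries with gene sets or single genes matched on GC content, and the relations of the GC slope, Rps13-ps2 and Sirt6 with the 38 genes across AF libraries. The comparison of Sirt6 in NP with matched genes was set before its result was seen.

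Other splits of the same libraries were fitted with limma in the same way. Of 100 splits of the 10 NP libraries (126 are possible), 1 gave as many genes as the real one, the real one itself. The highest of the others gave 3 genes. In the tissue comparison 1 of 100 did, with at most 13 genes in the others. In AF 100 of 100 splits gave at least the 0 genes of the real one, and some other split gave 11. For the difference of effects 100 of 100 redraws did, and the highest gave 1762. The NP groups therefore differ beyond regrouping, which does not say whether treatment or another property that separates these libraries is behind it.

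The 41 genes of NP were weighed against several technical causes. Once the trend on transcript length was removed, 41 of the 41 kept the threshold, which argues against length. Without vehicle libraries 1 and 2, which have the lowest GC slopes of the NP libraries, the median log2 fold change was 0.82 in place of 1.02, with the sign of lower genes turned. For these genes the NP groups do not overlap, and they were picked with the remaining libraries included. No gene could change direction in that fit, so this median decides little. Only 5 of the 41 genes kept the threshold in that fit, which has fewer samples. For RNA of skeletal muscle or red blood cells, the direction of the markers decides nothing: 3 of 20 were higher under MDL-800, but 12 of 20 without NP vehicle library 3. The most abundant muscle marker, Mylpf, went from 99.3 ± 167 to 33.4 ± 31.6 scaled FPKM, and Hbb-bs from 23.3 ± 15.3 to 27.3 ± 21.7 (SD, n = 5). All 20 of these genes reach 1 FPKM on average in NP vehicle libraries. Their levels set a limit, since such RNA is far more abundant in AF. No marker reached more than 22.1% of its AF vehicle mean in any NP MDL-800 library. Each of the 38 higher genes rose by more than that share of its own AF vehicle mean (38 of 38, by 34.2% at least and a median of 121%), which argues against RNA of muscle or red blood cells as found in AF. On the other side, only 11 and 15 of the 41 genes kept the threshold with muscle or red blood cell markers as a covariate. That loss was set in advance to count for such a cause. With bone markers, neutrophil markers or Xist as a covariate, 13, 17 and 9 kept it. Xist itself lay near the lower limit of the values, at 0.065 ± 0.071 scaled FPKM in NP vehicle and 0.031 ± 0.047 in NP MDL-800 (SD, n = 5). As a covariate it therefore holds little beyond noise. The loss is therefore not specific to muscle or red blood cells and cannot decide for or against them. Estimated depth did not differ between the NP groups (exact p = 0.6429), and 4 of 5 MDL-800 libraries lay within the range of the vehicle libraries.

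Reads shared with near-identical copies are a candidate explanation for the 3 genes lower in NP: 3 of the 3 are pseudogenes with such a copy, and none of the copies fell past the threshold. For the 38 higher genes, 3 have such a copy, too few for a general cause. Those 3, named after their values were seen, are Gm14303, Hist1h2af and Hist1h2ak.

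GC content of transcripts was the cause tested most closely, because the GC slope separates the NP groups completely. Once each library's GC trend was removed, 27 of the 41 genes kept the threshold, a number between the bounds set in advance for a cause and for no cause. The log2 fold changes of the 41 shrank by a median of 20.7%. In all 35 genes passed in that fit, and 1 of 100 splits of the NP libraries gave as many, the real one itself (at most 3 in the others). This argues against the trend removed as the whole cause of the difference between the NP groups, and it leaves these 35 genes past the threshold. For the 14 genes that lost it, GC content and treatment cannot be told apart. What keeps this open is that no NP library of 1 treatment has a slope in the range of the other, so the response of a single gene to the slope cannot be fitted apart from treatment. Sirt6, with 58.4% GC, lay at percentile 89.2 among 352 genes matched on GC content and expression, whose log2 fold changes had a median of 0.30 and a central 95% from -0.18 to 0.91. After GC removal a difference of 0.40 was left (exact p = 0.0079, the smallest possible; limma adjusted p = 0.1759, from 0.0523 to 0.6317 over its fits), higher in 5 of 5 MDL-800 libraries. The trend removed was therefore not the whole of the difference, and how much of it goes with GC content and how much with treatment cannot be told apart. Immediate early genes stayed higher in NP after GC removal (0.96, exact p = 0.0397).

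A hypothesis formed after these results is that the NP genes lie on an axis of library composition that also varies without treatment. AF gave a place to look at it. The mean of the 38 genes differed between AF treatments by 0.41 (exact p = 0.246), against 1.28 in NP. AF MDL-800 libraries lay from -0.65 (library 27) to 0.82 (library 30), so the AF difference depends on single libraries. Across all AF libraries the mean of the 38 genes ranged over 1.57, from -0.75 to 0.82, and across NP libraries from -0.95 to 0.78. Its spread within AF groups (SD 0.493) was at percentile 100 of 10000 gene sets matched on GC content and expression (highest 0.313). Other genes of like GC content and expression thus varied less together in AF. The 38 genes were picked on a difference between NP groups that the GC slope also separates, however. They may be those that respond most to a bias tied to GC content, so their spread cannot exclude such a bias. Across the 10 AF libraries, 5 relations with the mean of the 38 genes were computed. With the GC slope, Pearson's r was 0.803 (permutation p = 0.00044, adjusted 0.0011) and Spearman's rho 0.903 (permutation p = 0.00079). The matched gene sets had a median r of 0.863, and 0.803 lay at percentile 32.2 of them. This relation is therefore no evidence for such an axis, because GC-rich genes follow the GC slope in any case.

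The other relations were set against single genes matched on GC content and expression, and r was computed again without the 2 libraries farthest from the median of the 38-gene mean (MDL-800 25 and 30) and without the 2 farthest on the GC slope (vehicle 12 and MDL-800 27). With Sirt6, r was 0.889 (permutation p = 0.0002, adjusted 0.001) and rho 0.842 (permutation p = 0.00381). It was 0.839 (exact p = 0.0173) and 0.834 (exact p = 0.00766) without those libraries and 0.895 with group means removed, and it lay at percentile 98.7 of 384 matched genes, whose median r was 0.36. With Rps13-ps2, r was -0.732 (permutation p = 0.0171, adjusted 0.0286) and rho -0.624 (permutation p = 0.0619), at percentile 0.45 of 221 matched genes. It was -0.554 (exact p = 0.1525) without the first pair, so it rests partly on them, and -0.856 (exact p = 0.00583) without the second. AF MDL-800 library 30 lists Rps13-ps2 at 0, as all 5 NP MDL-800 libraries do. Both relations go with joint variation of these genes, present without a detected treatment difference in AF. The NP difference of Sirt6 may contain some of it. An effect of treatment in part of the AF libraries is not excluded, however. In MDL-800 libraries 25, 29 and 30 the 38-gene mean (0.55, 0.54 and 0.82) exceeded every AF vehicle library (0.37 at most). Gm7332 was at 0.53, 0 and 0 there, against 10.3 to 36.2 in AF vehicle. MDL-800 libraries 27 and 28 lay within the vehicle range for both (-0.65 and -0.25 for the mean, 29.1 and 12.1 for Gm7332).

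No cause of this joint variation was found among the measures tried, which were depth and the small RNA share besides the GC slope. Whether it goes with markers of neighbouring cells or with the handling lists was not examined. Across AF libraries the mean of the 38 genes had an r of 0.404 with estimated depth (permutation p = 0.2412; rho 0.557, permutation p = 0.0984), and of 0.013 without the 2 farthest libraries. With the small RNA share, r was 0.009 (permutation p = 0.9836; rho 0.346, permutation p = 0.3311). With 10 libraries, neither depth nor small RNA share can be excluded by these values, and they cannot be told apart from other causes. RNA quality, extraction and library batches were not analysed here. Whether MDL-800 or another property that separates the NP libraries is behind the difference between the NP groups stays open.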
